A study of Drosophila melanogaster with 6 samples.

How the data were processed

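The data were ChIP-seq peak lists from embryos of Drosophila melanogaster aged 12 to 24 h that expressed Jarid2 or Pcl with a BioTAP tag. Per the labels' protocols, nuclei were fixed with 3% formaldehyde for 30 min, chromatin was sonicated, and tagged complexes were purified on IgG beads and then on streptavidin beads. Also per the labels, DNA with adaptors of 250 to 500 bp was taken from a gel and amplified with 10 to 12 cycles of PCR. Samples were grouped by their titles into Jarid2 immunoprecipitates (replicates A and B), Pcl immunoprecipitates (replicates A and B) and 1 input for each protein. The inputs had no peak list and entered no comparison. The lists of the 2 proteins carry different sequencing lanes in their names, so protein and lane cannot be separated in these data.

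The authors deposited 1 peak list for each immunoprecipitated library, in the narrowPeak layout of 10 columns, with replicates not pooled. The aligner, the peak caller, the control used and the genome build are not stated in the labels or in the deposited lists, which have no header. The fold enrichment of each peak is a linear ratio in the deposited lists, and what it is relative to is not stated. The deposited lists also give −log10 p and −log10 q for each peak, with q the p-value adjusted by the authors' caller. The smallest −log10 q was between 1.31 and 1.35 in the 4 lists, just above the 1.30 that a q of 0.05 would give. The score in the deposited lists was the whole part of 10 times −log10 q in every peak. These values were used only to describe, rank or filter the peaks of a list. Read depth is unknown from the lists, and it sets how many weak sites pass the threshold of a list.

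The lists name 12 sequences, among them heterochromatin sequences that Release 5 of the genome has under those names. The gene table used here belongs to Release 6, in which the highest gene end on 3R is at 32068441, while the highest peak end on 3R in the lists is at 27898805. Coordinates of the 2 releases cannot be mixed, so none of that table was used and no genes are named. For this reason the planned share of regions at promoters, the test of a fixed list of Polycomb target genes, the counts of sequence motifs and the chance level from random gene placement were not run. Starts were printed 1-based. The length of each sequence was taken as the highest peak end over the 4 lists, 127 Mb in all and 118 Mb on the main arms X, 2L, 2R, 3L, 3R and 4.

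Lists were compared by overlap of at least 1 bp, in both directions, with Wilson 95% intervals that cover counting error only. Chance overlap came from 10000 circular shifts of 1 list along each sequence, which keep the number, width and spacing of its peaks. The permutation test was one-sided with a threshold of 0.05, and the smallest p it can give is 0.0001. These tests run over positions and speak for these libraries. Regions of a protein were the merged peaks of its replicates that both replicates called. For the classes, peaks of all 4 lists were merged where they touched. Shares on chromosomes were compared with Fisher's exact test, two-sided. Clustering was set against 1000 random placements of the same number of peaks, and peak density was counted in windows of 200 kb. The rule for the regions named was the 3 with the smallest mean rank of fold in each class, and it was chosen before the data were examined, as were the groups, the tests of the comparisons and most of the alternatives. The descriptions of width, fold, clustering and dense windows were chosen after.

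The shift test was tested on simulated data for Jarid2 B against Pcl B. Of 200 simulated unrelated lists made from the 1055 peaks, 5% had a p at or below 0.05, with 200 shifts in each test. Peaks of both simulated lists were placed at random, without the clustering of the real lists. The rate of false calls for clustered lists was therefore not tested. With 30% of the peaks planted at the other list, the recovered share averaged 31.9% over 20 simulations, and 100% of these were called. The excess over the planted share is chance overlap of the remaining peaks.

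The alternatives were an overlap of at least 50% of the shorter interval, summits within 500 bp, peaks with q at or below 1e-05, lists of equal size (1055 peaks, by p), the main arms alone, merging across gaps of up to 1 kb, leaving out each library, and pairing replicates by letter. Shifts of 5 to 20 kb were added as a chance level after seeing the data. Summit counts for the closing section were recovered from fold and p by assuming a fold of count plus 1 over background plus 1 and a Poisson p. For each peak the whole count that gave both values within a relative tolerance of 0.001 was searched up to 2000. Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.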

Results

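The study mapped where a pair of accessory subunits of the Polycomb repressive complex that methylates histone H3 bind the Drosophila melanogaster genome. The first, Jarid2, and the second, Polycomblike (Pcl), are found in variant forms of that complex, and the question addressed here was how far their binding sites are common. Each protein carried a BioTAP tag, an affinity tag that allows 2 successive purifications, and was expressed in embryos collected 12 to 24 h after laying. Chromatin immunoprecipitation was followed by sequencing (ChIP-seq) in 2 replicate libraries, A and B, for each protein. One input library per protein, made from chromatin without purification, completed the 6 samples. Peak lists of the 4 immunoprecipitated libraries were analysed, each of them called separately for its own library. Peak coordinates are 1-based on sequences whose names, and ends short of those in Release 6, point to Release 5 of the genome. No genes are named at the regions, because the gene table used here belongs to Release 6. The read depth of the libraries is unknown, since the lists hold peaks and no read totals.

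The lists held 1916 peaks for Jarid2 A, 1055 for Jarid2 B, 5173 for Pcl A and 3917 for Pcl B. The mean number of peaks was 1486 ± 609 (SD, n = 2) for Jarid2 and 4545 ± 888 (SD, n = 2) for Pcl. Within a protein, list A held 1.82 times as many peaks as list B for Jarid2 and 1.32 times as many for Pcl. Both Pcl lists were longer than both Jarid2 lists, but with 2 libraries per protein there are only 3 ways to split the 4 libraries into pairs, and the smallest p an exact permutation test could give is 0.333. Peaks covered 551 kb in Jarid2 A, 336 kb in Jarid2 B, 3503 kb in Pcl A and 1814 kb in Pcl B. The median peak width was 238 bp in Jarid2 A and 250 bp in Jarid2 B, against 323 bp in Pcl A and 271 bp in Pcl B. Peaks wider than 1000 bp made up 1.04% and 1.80% of the Jarid2 lists and 14.6% and 8.91% of the Pcl lists.

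The fold enrichment of each peak, as the authors' caller gave it, had a median of 3.04 in Jarid2 A, 3.00 in Jarid2 B, 3.09 in Pcl A and 4.06 in Pcl B. The upper end differed more than the middle. The highest fold was 9.60 in Jarid2 A and 7.41 in Jarid2 B, and no peak of either list exceeded a fold of 10. In Pcl A 161 peaks exceeded that fold, with a maximum of 27.5, and in Pcl B 231 peaks did, with a maximum of 46.0. Folds from separate lists rest on separate backgrounds, so these values describe each list and were not tested against each other.

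Peaks were more clustered than peaks placed at random on the main arms. In Jarid2 A 44.2% of peaks had another peak of the same list within 5 kb, and random placement of as many peaks gave a mean of 15.4% and a maximum of 18.8% over 1000 placements. The share was 28.4% in Jarid2 B, where random placement gave a mean of 8.72%. In Pcl A 91.6% of peaks had such a neighbour against a mean of 36.5% at random placement, and in Pcl B 91.8% did against 30.2%. The mean share was 36.3% ± 11.2 (SD, n = 2) for Jarid2 and 91.7% ± 0.142 (SD, n = 2) for Pcl. Of the 595 windows of 200 kb on the main arms, 86.9% held a Jarid2 A peak, 73.4% a Jarid2 B peak, 59.2% a Pcl A peak and 46.6% a Pcl B peak. The densest 10% of windows held 33.4% and 34.4% of the peaks in the Jarid2 lists and 64.5% and 71.1% in the Pcl lists.

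**Figure D1:**
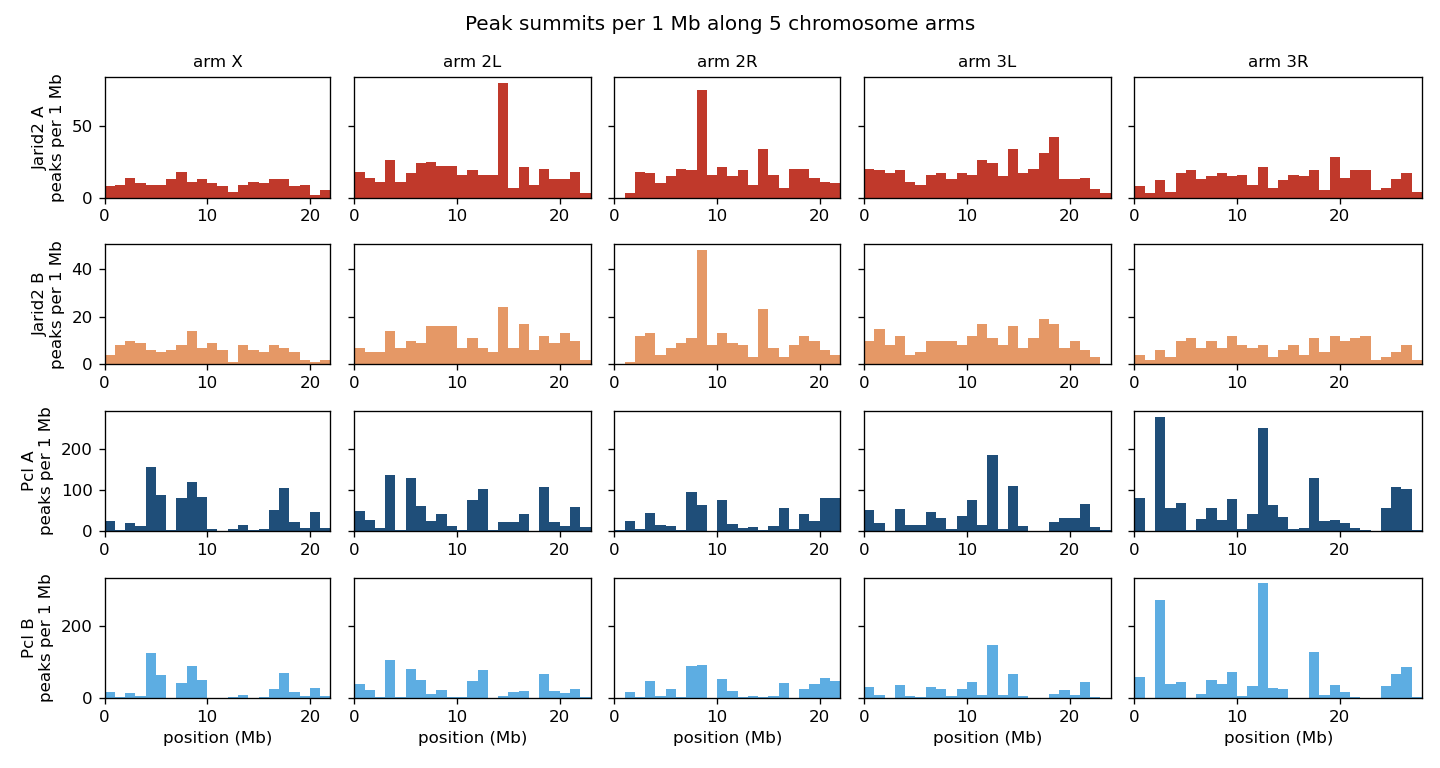
Number of peak summits per 1 Mb (y axis, with its own scale in each row) against position in Mb (x axis) along arms X, 2L, 2R, 3L and 3R, with 1 row for each of the 4 libraries. Jarid2 peaks are spread along the arms with few dense places, and Pcl peaks concentrate in a limited number of bins, with 64.5% and 71.1% of the peaks in the densest 10% of the 200 kb windows.

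The 5 densest windows of each Jarid2 list and the 5 densest of each Pcl list had no window in common. On 2R from 8.8 to 9.0 Mb, Jarid2 A had 66 peaks, Jarid2 B 41, Pcl A 38 and Pcl B 70. On 2L from 14.4 to 14.6 Mb, Jarid2 A had 67 peaks and Jarid2 B 19, while Pcl A had 17 and Pcl B 7. On 3L from 17.8 to 18.0 Mb, Jarid2 A had 22 peaks and Jarid2 B 14, and neither Pcl list had any. The 3 densest windows of Pcl A and the 4 densest of Pcl B lay on 3R. Pcl A had 136 peaks and Pcl B 145 on 3R from 2.6 to 2.8 Mb, where Jarid2 A had 1 peak and Jarid2 B none. On 3R from 12.6 to 12.8 Mb, Pcl A had 77 peaks and Pcl B 173, and neither Jarid2 list had any. Peak numbers depend on how wide peaks were called. The 77 peaks of Pcl A in that window covered most of it in long stretches, and the 173 of Pcl B were shorter.

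**Figure D2:**
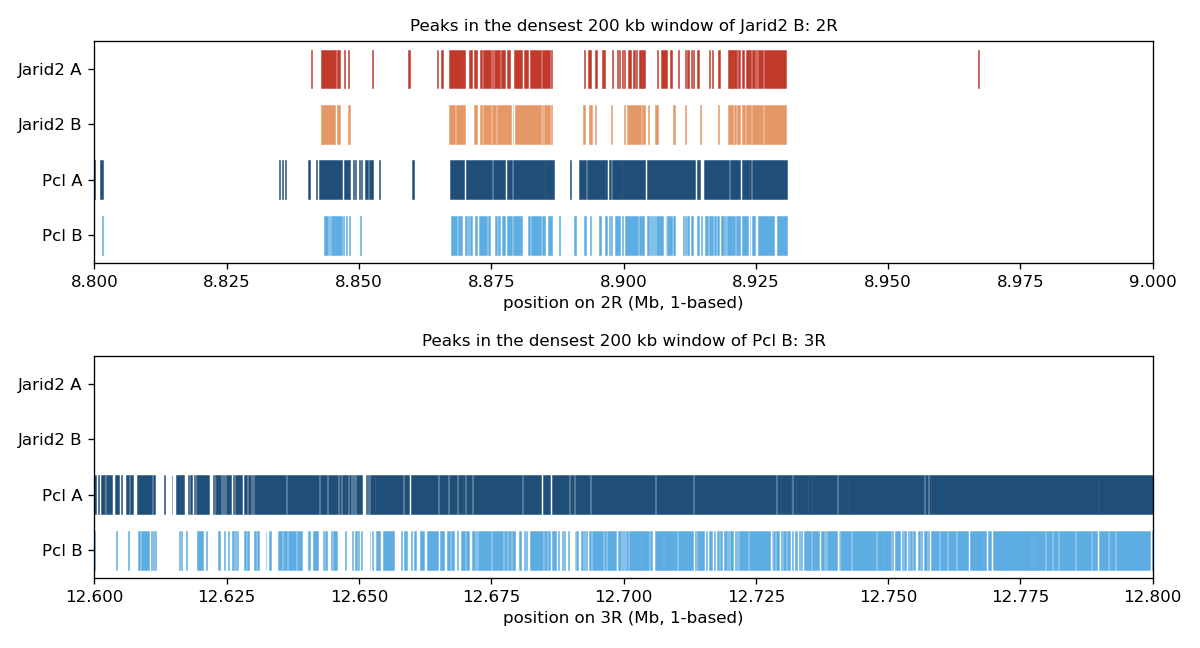
Called peaks (bars, drawn to scale) of the 4 libraries in 2 windows of 200 kb, with the position in Mb on the x axis and 1 row per library. On 2R from 8.8 to 9.0 Mb all 4 lists have peaks, from 38 in Pcl A to 70 in Pcl B, and on 3R from 12.6 to 12.8 Mb only the Pcl lists do, with 77 and 173.

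The first comparison asked how far the replicate lists of a protein hold the same sites. Of the Jarid2 A peaks 49.6% were overlapped by a Jarid2 B peak (Wilson 95% interval 47.3 to 51.8%), and of the Jarid2 B peaks 87.8% were overlapped by a Jarid2 A peak (85.7 to 89.6%). For Pcl, 42.6% of A peaks were overlapped in B (41.3 to 44.0%) and 86.6% of B peaks in A (85.5 to 87.7%). The mean overlap after shifting the lists along their sequences was 1.39% and 1.71% for Jarid2 and 3.13% and 4.97% for Pcl. With the main arms alone these means were 0.541% and 0.943% for Jarid2 and 3.00% and 4.61% for Pcl. In each of these 4 directions no shift reached the observed overlap, and the one-sided permutation p was 0.0001, the smallest that 10000 shifts can give (Benjamini-Hochberg adjusted 0.0001 over the 12 directed pairs of lists). Cutting each list to its 1055 strongest peaks raised the share of A found in B to 70.3% for Jarid2 and 63.6% for Pcl, and lowered the share of Jarid2 B found in A to 70.4%. Counting summits within 500 bp lowered the share of Pcl B found in A to 64.1%, the largest move among these alternatives. Of the 500 strongest peaks of each list, the other replicate held 88.6% for Jarid2 A, 96.4% for Jarid2 B, 99.4% for Pcl A and 100% for Pcl B. The Jarid2 A peaks without a counterpart in B had a median fold of 2.82, against 3.40 for those with one. In Jarid2 B the median folds were 3.02 without and 3.00 with a counterpart in A. The Jarid2 B peaks without one were still weaker by p, with a median −log10 p of 6.24 against 8.71.

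Between the proteins the overlap of single lists was lower. From 18.1% to 22.1% of a Jarid2 list was overlapped by a Pcl list, with means of 2.94% to 4.62% after shifting. From 3.25% to 7.40% of a Pcl list was overlapped by a Jarid2 list, with means of 0.936% to 1.48% after shifting. All 8 of these directed pairs had a one-sided permutation p of 0.0001, the smallest possible. In base pairs, the Jaccard index (the length common to both lists divided by the length covered by either) was 43.1% between the Jarid2 replicates and 43.0% between the Pcl replicates. It was 3.79% ± 0.979 (SD over the 4 Jarid2-Pcl pairs of libraries) between the proteins, with a range of 2.69% to 5.07%. Unequal list lengths limit this index. The covered lengths would allow at most 61.0% between the Jarid2 replicates, 51.8% between the Pcl replicates and 9.60% to 30.4% between the proteins, so part of the difference between these values is set by length.

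**Figure D3:**
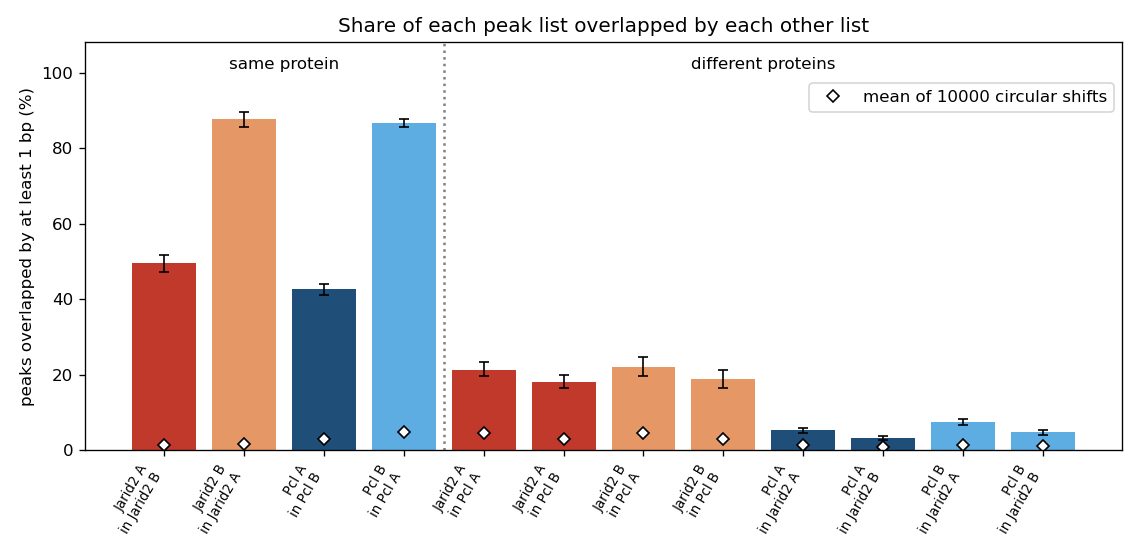
Percent of the peaks of one list overlapped by at least 1 bp by a peak of another (y axis) for the 12 directed pairs of lists (x axis), with bars for the observed share, error bars for the Wilson 95% interval and diamonds for the mean of 10000 circular shifts. Pairs of the same protein lie between 42.6% and 87.8%, and pairs of different proteins between 3.25% and 22.1%, each above its mean after shifting.

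The second comparison asked whether the proteins occupy common sites, and used regions called in both replicates. There were 900 such regions for Jarid2, with a median width of 326 bp, and 1975 for Pcl, with a median width of 774 bp. A Pcl region overlapped 152 of the 900 Jarid2 regions, or 16.9% (Wilson 95% interval 14.6 to 19.5%). Shifting gave a mean of 3.42% ± 0.651 (SD over shifts), so the observed share was 4.94 times the mean of the shifts (one-sided permutation p 0.0001, the smallest possible). The other 748 Jarid2 regions were not overlapped. In the other direction, 118 of the 1975 Pcl regions, or 5.97% (5.01 to 7.11%), were overlapped by a Jarid2 region, against a mean of 1.51% after shifting, a ratio of 3.97 (one-sided permutation p 0.0001, the smallest possible). The setting that moved the Jarid2 share most was the restriction to peaks with q at or below 1e-05, which gave 10.5%. The Pcl share rose to 13.8% when peaks up to 1 kb apart were merged. It rose to 10.99% without Jarid2 B and fell to 2.90% without Pcl B.

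The 4 lists merged into 7014 regions, and 60.7% of these were called in exactly 1 list. A total of 121 regions were called in all 4 libraries (shared regions), 716 in both Jarid2 libraries and neither Pcl library (Jarid2-only regions), and 1750 in both Pcl libraries and neither Jarid2 library (Pcl-only regions). The remaining 4427 regions fell in none of these classes. Single libraries decided part of these numbers. Without Jarid2 B there were 211 shared and 1491 Jarid2-only regions, without Pcl A 3608 Pcl-only regions, and without Pcl B 4882 Pcl-only regions. The median width was 2562 bp for shared, 311 bp for Jarid2-only and 726 bp for Pcl-only regions. A wide region is overlapped more easily than a narrow one, and a shared region is the union of peaks from 4 lists, so its width is not that of a single peak. The fold of a region in a list was the highest among its peaks there. A wide region can hold more peaks, so its fold can be higher for that reason alone. In Pcl A the median fold was 6.39 at shared and 3.77 at Pcl-only regions, and in Pcl B it was 8.15 and 4.20. In Jarid2 A it was 3.49 at shared and 3.45 at Jarid2-only regions, and in Jarid2 B it was 3.25 and 3.00.

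In each class, the 3 regions with the smallest mean rank of fold over the libraries that define the class are given here. The first shared region was on 3LHet from 205571 to 208998, with folds of 5.96 in Jarid2 A, 5.44 in Jarid2 B, 10.3 in Pcl A and 14.1 in Pcl B. The second was on 2R from 8924331 to 8930916, with folds of 9.60, 3.60, 15.7 and 15.6 in the same order of libraries, and held the strongest Jarid2 A peak. Its summits lay at 8929472 in Jarid2 A and at 8927117 in Pcl A. The third was on 3R from 2506829 to 2510115, with folds of 4.54, 4.33, 10.6 and 17.1, and summits at 2508982 in Jarid2 A and 2509073 in Pcl A.

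The strongest Jarid2-only region was on 2L from 10506471 to 10506828, with folds of 6.85 in Jarid2 A and 6.11 in Jarid2 B and summits at 10506719 and 10506710. The next were on 3L from 7797574 to 7798055, with folds of 6.08 and 5.75, and on 3L from 14543497 to 14544217, with folds of 6.07 and 5.67. The strongest Pcl-only region was on X from 5486835 to 5488705, with folds of 27.5 in Pcl A and 27.4 in Pcl B and summits at 5488097 and 5488110. The next were on 2R from 5863129 to 5867436, with folds of 22.8 and 27.4, and on 3R from 2613747 to 2625085, with folds of 18.7 and 28.8.

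The third comparison concerned the X chromosome, which makes up 18.4% of the length spanned on the main arms and 17.3% of that on all sequences, the span from which the regions come. On X lay 17 of the 121 shared regions, or 14.0% (Wilson 95% interval 8.96 to 21.4%), 12.4% of the Jarid2-only regions (10.2 to 15.0%) and 17.0% of the Pcl-only regions (15.3 to 18.9%). The share of shared regions fell by 2.98 percentage points from that of Pcl-only regions, a difference that was not past the threshold (Fisher's exact test, two-sided, p 0.452). Regions that neighbour each other are not independent, so the test describes these lists.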

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

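The shifts of 5 to 20 kb were chosen only after the result was seen, and the other alternatives were planned. Of 81 alternatives over the replicate overlaps, the shares between proteins, the Jaccard index, the region classes and the X share, 14 moved a count or share without a test beyond its limit. None of the alternatives that had a test changed the direction or the side of the threshold, and those that left out a library had no test. Tested overlaps could still change in size: under 17 of their 34 alternatives the share lay outside the 95% interval of the reported one. The cause was not tested except where the setting's own construction gives it.

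The overlaps stayed above chance in all alternatives with a test, with a one-sided permutation p of 0.0001, the smallest possible, throughout. Replicate overlap ranged from 41.5% to 70.3% for Jarid2 A in B, from 70.4% to 89.2% for Jarid2 B in A, from 37.6% to 63.6% for Pcl A in B and from 64.1% to 89.1% for Pcl B in A. The share of Jarid2 regions overlapping Pcl ranged from 10.5% to 16.9%, and from 3.08 to 6.48 times chance. The share of Pcl regions overlapping Jarid2 ranged from 4.12% to 13.8%, and from 2.93 to 6.07 times chance. With shifts of 5 to 20 kb the chance level of the Jarid2 share was 5.48%. Leaving out each library in turn, with no test, gave 17.1% to 19.9% for the Jarid2 share and 2.90% to 10.99% for the Pcl share. The lowest Pcl share was without Pcl B and the highest without Jarid2 B.

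The class counts moved most. Keeping peaks with q at or below 1e-05, which shortens all lists, gave 47 shared, 411 Jarid2-only and 939 Pcl-only regions. Equal list sizes gave 77 shared and 528 Pcl-only regions. Merging across gaps of up to 1 kb gave 550 Pcl-only regions, since neighbouring regions join. Across the 4 settings that each left out a library, where 1 list then defines a protein's regions, there were 131 to 211 shared, 721 to 1491 Jarid2-only and 1758 to 4882 Pcl-only regions.

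With a replicate block, pairing A with A and B with B, the mean Jaccard index between proteins was 3.70%, and with crossed letters it was 3.88%. Deviations of same-letter lists had a correlation of -0.166 over 7014 regions. Regions called in no list are absent and 38 regions differed between replicates in both proteins, which pushes this value below 0 whether or not libraries were paired, so it decides nothing. The Jaccard values differed by less than their spread of 0.979. The difference in X share between shared and Pcl-only regions stayed short of the threshold with q at or below 1e-05 (Fisher's exact p 0.438) and with equal sizes (p 0.349). Tests and alternatives that need an annotation or genome of the lists' build were not run: promoter shares, fixed target genes, motifs and placement at random genes. Unknown read depth limits the class counts, since a region missing from a list may have been missed there, and the shared count fell to 47 under the stricter q.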

Other observations

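The tests of this part were chosen after the results were seen, but for 2 of them what was looked for was written down before its value was known. These were the share on 3R without the densest windows and the background of peaks on X. The rule for reading the X value was changed after that value was seen. A p of 0.05 or more at first excluded the explanation and now leaves it undecided. Rules for reading the values on carried-over DNA, unmatched Jarid2 A peaks and mitochondrial peaks were also changed after those values were seen. No untagged control was analysed here, and protein and sequencing lane coincide, so a biological explanation was tested for none of the patterns.

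Jarid2 and Pcl regions overlapped 4.94 times as often as chance, and the tables bear on several technical sources. Common neighbourhoods without common sites would leave the overlap unchanged after small shifts, but the overlap at the called positions was 3.08 times that after shifts of 5 to 20 kb. DNA of the Pcl libraries in the Jarid2 libraries would bring the strongest Pcl sites first. Both Jarid2 lists called 70 of the 395 regions in the strongest 20% by Pcl fold, or 17.7%, and 55 of the 1580 weaker ones, or 3.48%, which is the direction such DNA would give. Neither list called 69.6% of the strongest 20%. Within that group the 100 strongest were called in both lists in 19.0% of cases and the other 295 in 17.3% (Fisher's exact p 0.762). These values do not decide, and carried-over DNA and common binding cannot be told apart here.

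The overlap depended on Pcl strength. Windows reaching 250 bp to either side of the summits were used, which remove the effect of the width of the Pcl regions on overlap. Strength came from the highest peak of a region in each list, so width may still affect the order. In these, 13.7% of the strongest 20% of Pcl regions were overlapped by a Jarid2 region, 21.4 times chance. The following groups of 20%, in falling order of strength, had 4.56%, 3.04%, 2.28% and 3.04%, or 7.18, 3.46, 3.42 and 1.61 times chance. The weakest 20% had a chance level of 1.88%, against 0.635% to 0.878% in the other groups, which lowers its ratio. The contrast was therefore mainly between the strongest 20% and the rest. Overlapped Pcl regions ranked 19.6 percentile points nearer the top on average (two-sided permutation p 1e-05, the smallest that 100000 permutations can give, adjusted 2e-05 over 2 tests). The permutations treat neighbouring regions as independent, which they are not, so this p is too small by an unknown amount. The direction among Jarid2 regions was the opposite and was not past the threshold, with 13.3% overlapped in the strongest 20%, 19.4% in the weakest and a difference of 3.99 points (permutation p 0.121, adjusted 0.121). Weak background sites common to all libraries would not concentrate at strong Pcl sites, and 51.4% of the 105 overlapped Pcl regions lay in the strongest 20%. This bears only on weak background. Strong background sites in the strongest 20% cannot be told apart from common binding without an untagged control. Among the other 80% of Pcl regions 51 were overlapped, 3.18 times chance, and there weak background sites cannot be told apart from common binding either.

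Many Jarid2 A peaks were absent from Jarid2 B. Of the 500 strongest Jarid2 A peaks 88.6% were found in B, against 49.6% of all. The unmatched peaks were weaker, with a median −log10 p of 7.22 against 13.4 for the matched ones. With q at or below 1e-05 the share found was 41.5% of 1178 peaks, so dropping the peaks nearest the threshold did not raise it. That cut also shortened Jarid2 B, to 537 peaks, so how many unmatched peaks the threshold explains stays open.

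For Jarid2 A, Pcl A and Pcl B a whole number of fragments at the summit matched fold and p in 100% of peaks, and for Jarid2 B in 0.569%, no more than the 1.80% found with shuffled p. Why Jarid2 B differs was not tested. The median summit count was 40 in Jarid2 A, 26 in Pcl A and 16 in Pcl B. At such counts 1 fragment moves the fold of a weak peak by 0.138 in Jarid2 A, 0.133 in Pcl A and 0.270 in Pcl B, at the lowest background of each list. The lowest background in Pcl B was 0.413 of that in Pcl A, so a lower read depth of Pcl B may explain why its weak peaks needed a higher fold to be called. Over the 1871 shared and Pcl-only regions the median ratio of the fold in B to that in A was 1.15 (quartiles 0.972 and 1.38). A threshold would not raise the strongest regions, and in the 100 strongest the ratio was 1.47 (quartiles 1.20 and 1.68). A difference in enrichment between the preparations stays open for these.

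Pcl-only regions lay on 3R in 35.3% of cases and shared regions in 10.7% (Fisher's exact test, p 3.48e-09, adjusted 6.95e-09 over 2 chromosomes). Neighbouring regions are not independent, so this p is too small by an unknown amount. Without the 4 densest 3R windows, 26.0% of Pcl-only regions (Wilson 95% interval 23.9 to 28.3%) and 10.0% of shared regions (5.81 to 16.7%) were on 3R. With gaps of up to 1 kb merged, the shares were 27.5% and 15.5% (Fisher's exact p 0.00815). The arm 3R makes up 22.0% of the span of all sequences, with the 4 windows included. Without these windows the Pcl-only share fell nearer to that length share, with its interval still above it. The interval of the shared regions lay below it, so their low share on 3R made up much of the remaining gap. The 4 densest windows alone therefore do not account for the difference. Other 3R stretches dense in Pcl peaks were left in, so clustering on 3R as a whole and other sources stay open.

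Jarid2 peaks were fewer on X than its length share, 11.3% of Jarid2 A and 13.0% of Jarid2 B against 17.3% of the span of all sequences. Lower input coverage of X could hide weak sites there if a genome-wide floor then sets the background. In Jarid2 A 9.72% of X peaks and 6.13% of peaks on the large autosome arms sat at the lowest background (Fisher's exact p 0.0558, adjusted 0.0558 over 3 lists), which leaves the question open. In Pcl A the shares were 62.2% and 26.7%, and in Pcl B 67.3% and 29.5% (adjusted p 1.6e-85 and 1.43e-64), although 16.8% and 14.7% of those lists lay on X.

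The mitochondrial sequence held 17 peaks in Jarid2 A, 9 in Jarid2 B, 8 in Pcl A and 17 in Pcl B, and 5 of the 121 shared regions. These peaks covered 58.9%, 83.4%, 83.1% and 48.7% of that sequence in the same order, against 0.271% to 2.93% of the main arms. At such coverage lists overlap easily, so the 5 shared regions there say little about common sites. The median fold of the mitochondrial peaks lay at percentile 31.0, 91.3, 14.1 and 10.96 of the main-arm folds in the same order. Uneven background could produce folds within that range, and without an untagged control it cannot be told apart from binding. Leaving these peaks and the heterochromatin out gave 113 shared regions.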
